A study of Homo sapiens with 16 samples. Its data were reported in "A Comparison of mRNA Sequencing with Random Primed and 3′-Directed Libraries" (2017).

How the data were processed

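RNA was measured in 16 cultures of primary human heart cells that a commercial supplier sells as cardiac myocytes. The cultures had been grown to confluence, kept for 4 weeks in differentiation medium and exposed for 48 h to vehicle or drug. Per the labels, 8 cultures received the vehicle dimethyl sulfoxide (CTRL), 4 received sorafenib at 1 µM (SOR) and 4 received sunitinib at 0.1 µM (SUN). The study's methods give a higher sorafenib dose than the labels, and the doses printed here are those of the labels. They also give a higher RNA input per library than the labels, and which input was used could not be settled. The labels also place each culture in a numbered investigative unit, here called an experiment. CTRL cultures came from experiments 4, 5, 6, 7 and 8 (1, 2, 3, 1 and 1 cultures), SOR cultures from 6, 7 and 8 (1, 2 and 1) and SUN cultures from 6 and 7 (2 and 2). The labels do not say what separates one experiment from another. The study calls the cultures of a group biological replicates, while the labels do not name separate cultures or donors. Part of the spread behind the p-values may therefore be technical. The study's methods give a single lot of cells, so that this spread does not cover differences between lots.

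The libraries were random-primed from poly(A)-selected RNA with the TruSeq chemistry, which does not mark the strand. The authors aligned the reads to the human genome build hg19 with STAR 2.5.1b and counted fragments per RefSeq gene with featureCounts 1.5.0-p3, as described in the deposited notes and the study's methods. The deposited values are raw counts per gene and library, with no normalization, in 2 tables of 27081 genes and 16 libraries. One table of counts deposited by the authors holds uniquely aligned fragments. The other includes fragments aligned to several places: in 0 entries was its count below the unique count of the same gene and library. Counts of genes that overlap on opposite strands cannot be told apart, because strand was not marked. All CTRL libraries were sequenced in lane 7 of a flow cell and all SOR and SUN libraries in lane 8, so that lane and vehicle cannot be separated in either comparison with CTRL, while SOR and SUN shared a lane.

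Unique fragments per library ranged from 5136365 to 6854969. The fitted standard error of a log2 fold change had a median of 0.15 in both comparisons with CTRL and 0.17 between the drugs. Intervals of fold changes and exact tests cover the spread between these libraries. The reads carry no molecular identifiers by which copies of a molecule made by PCR could be recognised.

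Unique counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 12726 genes, and libraries were scaled by the trimmed mean of M values (TMM). All 16 libraries entered one quasi-likelihood fit with a mean per group and no covariate. The contrasts were SOR against CTRL, SUN against CTRL and SOR against SUN, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1, the study's threshold. The study used the exact test of edgeR, which was run as an alternative. CPM values are counts divided by the TMM-scaled library total and multiplied by 1000000. The standard error of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic.

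Before the data were examined, 37 gene lists were written from general knowledge: drug targets, signalling, stress, metabolism, growth, matrix, inflammation and markers of heart and other cell types. Lists with at least 5 tested members (33 of them) were compared with all other genes by camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison and a threshold of 0.05. The test was repeated with a correlation estimated from the residuals. Some lists share genes, for example COL1A1 in the matrix and fibroblast lists and ACTA2 in the smooth muscle and TGF-beta lists. Another 2 lists were written after the data had been seen.

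Genes named in the text were chosen by a rule set before the data were examined. For SOR against CTRL they are the 6 higher and 6 lower called genes with the largest fold change whose libraries did not overlap between groups and whose mean reached 10 CPM in the higher group. For SOR against SUN they are the 3 higher and 3 lower genes by the same rule. From each called list, the 3 called members with the smallest p were added, and from each other list the 1 member with the smallest p. Genes with under 90% uniquely aligned reads were left out of the first part of the rule. Sex-linked genes and genes whose level can reveal a genotype were not examined by name. Genes named for another reason are introduced as chosen after their values were seen. Gene positions are those of the GENCODE annotation lifted to GRCh37 (hg19), to which 23950 of the 27081 symbols (88.4%) were matched.

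A gene counted as detected in a library with 4 or more reads, as in the study. The expected number detected at lower depth was computed for 50 depths in even steps per library, and a Michaelis-Menten curve was fitted by least squares to give a plateau and a half-saturation depth. The even steps were chosen after the files had been opened. Group means of library measures were compared by exact two-sided permutation tests, 27 in all, with Benjamini-Hochberg adjustment over that family. The tests of total fragments, of multi-mapped fragments, of the 20 most abundant genes and of RNA quantity between the drugs were added to it after the data had been seen. The smallest p these tests can give is 0.00202 with 4 against 8 libraries and 0.0286 with 4 against 4.

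The procedures were tested on simulated counts with known changes. For each size of change 63 to 67 genes were changed, and apart from these changes neither groups nor experiments differed. In the data 70.6% of genes were called between SOR and CTRL, so that the rates below need not hold there. In the simulation of SOR against CTRL (12381 genes), 28.8%, 92.4% and 100% of genes changed by 0.5, 1 and 2 log2 units were called, and 10.6% of the calls were false. For SUN against CTRL (12383 genes) the shares were 37.3%, 83.6% and 100%, with 8.28% false. For the difference in SOR response between experiments (12372 genes) they were 0%, 10.4% and 76.9%, with 9.52% false.

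Alternatives were the exact test of edgeR, DESeq2 1.42.0, other scalings and filters, the experiment as a covariate, subsets of libraries, counts with multi-mapped fragments, equal depth and the omission of each library in turn. A correction for GC content and transcript length, the omission of experiment 7, the omission of the 3 libraries with most genes detected at equal depth (SOR replicate 4 and SUN replicates 3 and 4), log-spaced depths for the curve, and differences of library measures within experiments were added after the data had been seen. Lengths and GC content were known for 97.8% of the tested genes.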

Results

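RNA was sequenced from 16 cultures of primary human heart cells, of which 8 had received vehicle (CTRL), 4 sorafenib at 1 µM (SOR) and 4 sunitinib at 0.1 µM (SUN) for 48 h. Sorafenib inhibits RAF kinases and the receptors for VEGF and PDGF, and sunitinib inhibits receptor tyrosine kinases of the same families. Both are cancer drugs with known effects on the heart. The study chose them as a drug expected to change many genes and a drug expected to change few. In units of 1000000 uniquely aligned fragments, libraries held 5.72 ± 0.361 in CTRL, 6.42 ± 0.342 in SOR and 5.98 ± 0.259 in SUN, and the shallowest held 5136365 fragments. Throughout, errors of levels are SD over the 8, 4 and 4 libraries of the groups, and errors of log2 fold changes are fitted standard errors.

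The cultures expressed genes of mesenchymal cells far above those of heart muscle. In CTRL, the 18 fibroblast markers had a median of 314 CPM and the 16 smooth muscle and pericyte markers one of 51.9 CPM. Collagen genes were among the most abundant, with COL1A1 at 3.50 ± 0.488% and FN1, the gene of fibronectin, at 5.83 ± 0.537% of fragments. The 33 sarcomere and cardiomyocyte markers had a median of 0.183 CPM, and 23 of them had too few reads to be tested. The genes of the heavy chains of cardiac myosin, MYH6 and MYH7, had 4 fragments each in all 16 libraries together, as did TNNI3, which encodes cardiac troponin I. Cardiac troponin T (TNNT2) reached 5.42 ± 1.02 CPM and the cardiac transcription factor GATA4 42.0 CPM. Markers of macrophages had a median of 0 CPM with 13 of 15 not tested, those of adipocytes 0.318 CPM with 8 of 11 not tested, and none of the 10 erythroid markers could be tested. Genes encoded by the mitochondrial genome were not among the counted genes. The levels of these markers were tabulated after the data had been seen.

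Libraries of CTRL and SUN lay together and apart from those of SOR. The mean correlation across genes of log2(CPM + 1) was 0.994 within CTRL, 0.988 within SOR and 0.995 within SUN. It was also 0.994 between CTRL and SUN libraries, but 0.965 between CTRL and SOR and 0.966 between SOR and SUN. The first principal component, with 66.8% of the variance, held the SOR libraries at 76.5 to 85.2 and all others below 0. Component 2, with 10.7%, parted the SOR libraries of experiment 7 from those of experiments 6 and 8, while CTRL and SUN libraries spread less along it. No pair of libraries held the same counts: the smallest chi-square per gene between libraries of a group was 1.22. It was found for CTRL replicates 5 and 6 of experiment 6. Random sampling of reads from a single RNA sample would give about 1, so this value cannot show separate cultures. SOR replicates 2 and 3 of experiment 7 were at 4.41, but at 38.2 to 57.0 against SOR replicates 1 and 4. The latter were at 8.23 with each other. The fits counted all libraries as separate replicates.

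**Figure D1:**
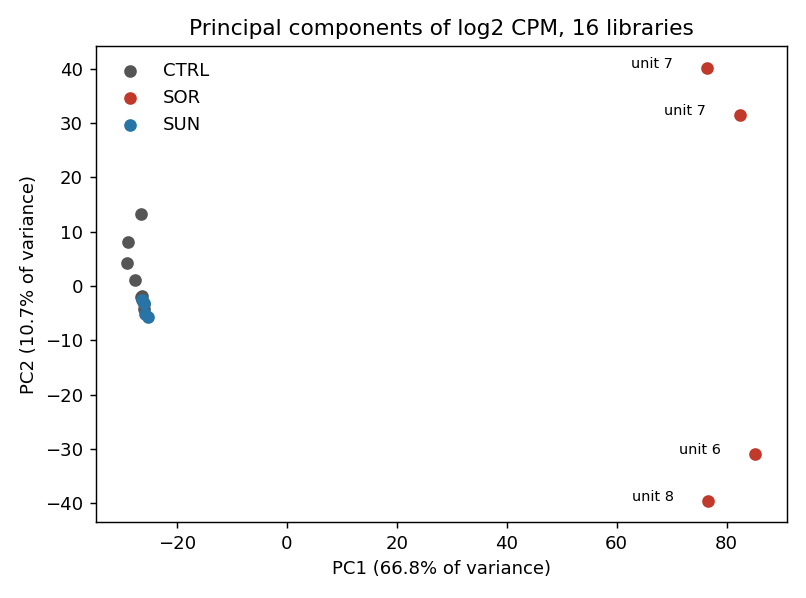
Scores of the 16 libraries on the first 2 principal components of log2 CPM, with the experiment number beside each SOR point and colour for the group. Component 1 (66.8% of the variance) sets SOR apart from CTRL and SUN, and component 2 (10.7%) parts SOR libraries of experiment 7 (40.2 and 31.5) from those of experiments 6 and 8 (−30.9 and −39.5).

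Sorafenib changed most of the expressed genes. Of 12726 genes tested, 4570 rose and 4411 fell (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.1), 1346 and 1712 of them at least 2-fold. ATF3 (chromosome 1, 212738676 to 212794119, hg19), a transcription factor induced by cell stress, went from 5.82 ± 2.14 CPM in CTRL to 309 ± 94.8 in SOR (log2 fold change 5.72 ± 0.21, adjusted p = 6.16e-14 in edgeR). CREB5 (chromosome 7, 28338940 to 28865511), of the CREB family of transcription factors, went from 2.81 ± 0.8286 to 145 ± 35.5 CPM (5.68 ± 0.17, edgeR adjusted p = 1.23e-14). The protein-coding gene TMEM71 (chromosome 8, 133697253 to 133772958), which encodes a membrane protein, rose from 0.164 ± 0.156 to 18.01 ± 8.22 CPM (6.62 ± 0.40). BIRC3, an inhibitor of apoptosis induced by NF-kB, rose by 5.36 ± 0.42, and GDF15, a cytokine released by stressed cells, from 50.2 ± 9.48 to 1299 ± 719 CPM (4.69 ± 0.25). CXCL8, a chemokine for neutrophils, rose by 5.05 ± 0.70, but by 5.85 in experiments 6 and 8 and 0.84 in experiment 7.

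The 6 genes with the largest falls under the naming rule were CSF2RB, CYP26A1, LEP, EGLN3, ART4 and THBS1. THBS1 (chromosome 15, 39873280 to 39891667), which encodes the matrix protein thrombospondin, went from 9734 ± 577 to 347 ± 103 CPM (−4.81 ± 0.20, edgeR adjusted p = 2.39e-13). CSF2RB (chromosome 22, 37309670 to 37336481), a chain shared by several cytokine receptors, went from 42.8 ± 14.4 to 0.443 ± 0.249 CPM (−6.52 ± 0.39, edgeR adjusted p = 2.99e-11). CYP26A1 (chromosome 10, 94833232 to 94837642), which degrades retinoic acid, fell from 13.8 ± 2.47 to 0.261 ± 0.254 CPM (−5.65 ± 0.31). LEP (chromosome 7, 127881331 to 127897682), the gene of the hormone leptin, fell from 58.3 ± 7.17 to 1.41 ± 0.276 CPM (−5.36 ± 0.19). EGLN3, an oxygen-dependent hydroxylase that acts on hypoxia-inducible factors, changed by −5.26 ± 0.31 and ART4, of the ADP-ribosyltransferase family, by −5.10 ± 0.25. All of these genes are protein-coding, and fragments were counted over their exons.

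**Figure D2:**
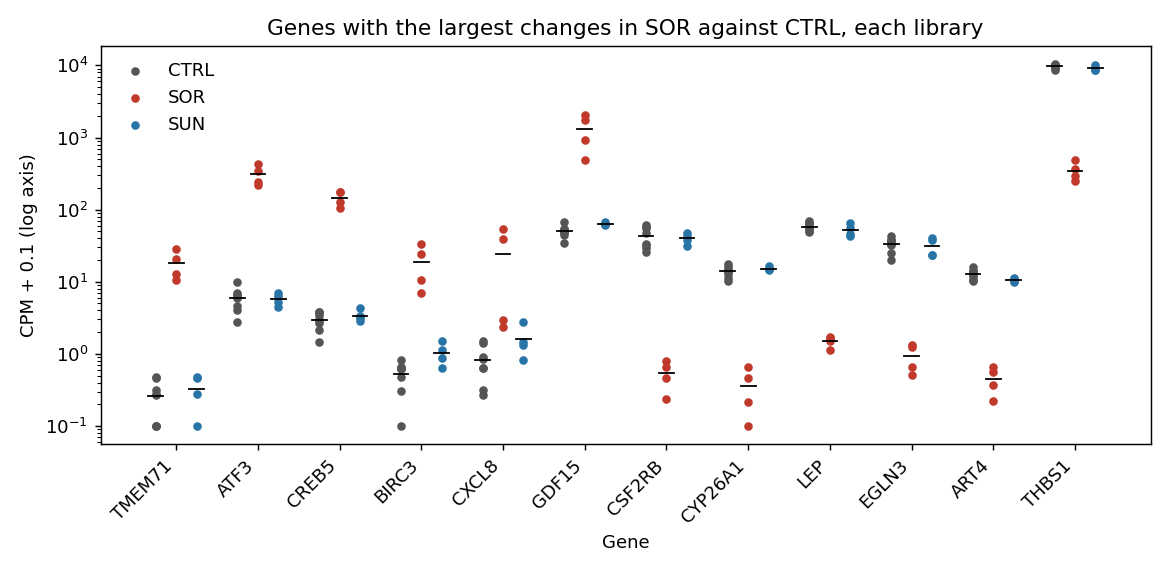
CPM of the 12 genes with the largest changes in SOR against CTRL under the naming rule. Each library is a point on a log axis after adding 0.1 CPM, with a black line at each group mean. No SOR library overlaps CTRL for any of them, as for ATF3 (mean 5.82 CPM in CTRL and 309 in SOR) and THBS1 (9734 and 347), and SUN libraries lie near CTRL.

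Genes of the extracellular matrix and of contractile mesenchymal cells fell together. The values given for lists are medians of log2 fold changes minus the median of all genes. Of 29 tested matrix genes 26 fell and 0 rose (1 rose and 26 fell when adjusted over the list alone), with a median of −1.51 (camera adjusted p = 1.73e-12, and adjusted p = 0.196 with an estimated correlation). Both chains of type I collagen were among them, COL1A1 at −4.64 ± 0.22 (37561 to 1506 CPM) and COL1A2 at −3.58 ± 0.17. Of 18 targets of TGF-beta and YAP signalling, which drives matrix production and contractility, 17 fell, with a median of −1.79 (adjusted p = 1.68e-09, and adjusted p = 0.1305 with an estimated correlation). Smooth muscle actin (ACTA2) was at −4.20 ± 0.23 (837 to 45.7 CPM), the actin-binding TAGLN at −3.19 ± 0.22 and AMOTL2, a junction protein that regulates YAP, at −2.35 ± 0.16. Among 12 smooth muscle and pericyte markers 11 fell and 1 rose, with MYH11, the smooth muscle myosin heavy chain, at −2.86 ± 0.18 and a list median of −1.96 (adjusted p = 1.69e-07, and adjusted p = 0.1305 with an estimated correlation). Among 17 fibroblast markers 14 fell and 2 rose, with a median of −1.01 (adjusted p = 1.23e-06, and adjusted p = 0.196 with an estimated correlation). Of 13 matrix proteases and inhibitors 11 fell and 1 rose (12 and 1 over the list alone), with a median of −0.995 (adjusted p = 0.0104, and adjusted p = 0.185 with an estimated correlation). ADAMTS2, which trims procollagen, was at −1.86 ± 0.11 and ADAMTS5, which cleaves aggrecan, at −1.71 ± 0.16, whereas PLAT, the tissue plasminogen activator, rose by 2.44 ± 0.10. The RNA extracts of SOR were less concentrated than those of CTRL (means of 53.65 and 149 ng/µl), while the labels give an RNA input of 150 to 151 ng for each library. Counts adjusted over the list alone equalled those over all genes for the other lists here. Without experiment 7 the medians were larger, −2.35 for matrix and −2.05 for fibroblast markers. Among genes with a mean count of at least 100 the protease list was no longer called (−0.90).

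Most tested endothelial and sarcomere markers fell as well. Of 15 endothelial markers 9 had too few reads to be tested, and the 15 had a median of 0.669 CPM in CTRL. The 6 tested ones were all called, 5 lower and 1 higher (the same adjusted over the list alone), with a median of −2.33 (camera adjusted p = 0.0112, and adjusted p = 0.185 with an estimated correlation). The higher one, named after its value was seen, was KDR (1.09 CPM in CTRL and 4.80 in SOR). The endothelial transcription factor ERG was at −3.49 ± 0.18, the angiopoietin receptor TEK at −2.27 ± 0.17, and the TGF-beta co-receptor ENG at −2.43 ± 0.33, or −3.79 without experiment 7. Of 10 testable sarcomere and cardiomyocyte markers 8 fell and 0 rose, also when adjusted over the list alone, with a median of −1.42 (adjusted p = 0.0135, and adjusted p = 0.1305 with an estimated correlation). Tropomyosin TPM1, which is also abundant in mesenchymal cells, was at −2.12 ± 0.25, phospholamban (PLN), which restrains the calcium pump, at −3.71 ± 0.44 (3.58 to 0.268 CPM), and titin (TTN) at −1.89 ± 0.26, or −1.19 after correction for GC content and length. Among 7 ion channel and gap junction genes 5 fell and 1 rose, also over the list alone, but the list did not pass its test (adjusted p = 0.0620). GJA1, the gap junction protein connexin, was at −1.38 ± 0.14. Of 6 epicardial and mesothelial markers 2 rose and 3 fell, also over the list alone, with keratin KRT18 at −2.56 ± 0.17 (list adjusted p = 0.681). Without a filter on low counts the sarcomere and endothelial lists were no longer called, with medians of −0.70 and −0.79, and with only shared experiments the sarcomere median was −0.94.

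Genes of protein folding stress and amino acid shortage rose. Of 13 heat shock genes 11 rose and 1 fell, with a median of 1.14 (camera adjusted p = 2.80e-05, and adjusted p = 0.190 with an estimated correlation). The co-chaperone DNAJB1 went from 62.2 ± 5.46 to 514 ± 303 CPM (3.04 ± 0.20), and the chaperones HSPA4L and HSPH1 rose by 1.90 ± 0.08 and 1.87 ± 0.14. Of 19 genes of the unfolded protein response of the endoplasmic reticulum 12 rose and 3 fell, with a median of 0.27 (adjusted p = 0.00320, and adjusted p = 0.282 with an estimated correlation). Its main chaperone HSPA5 rose from 1363 ± 113 to 6712 ± 602 CPM (2.30 ± 0.10), HERPUD1, which acts in the removal of misfolded proteins, by 1.81 ± 0.15 and MANF, a secreted stress protein, by 1.65 ± 0.12. Of 30 targets of ATF4, the transcription factor of the integrated stress response, 17 rose and 7 fell, with a median of 0.63 (adjusted p = 0.0104, and adjusted p = 0.243 with an estimated correlation). The amino acid transporter subunit SLC3A2 rose from 126 ± 19.9 to 1376 ± 309 CPM (3.45 ± 0.13), while PSAT1, an enzyme of serine synthesis and itself a target of ATF4, fell (−1.55 ± 0.11). Of 19 cytosolic aminoacyl-tRNA synthetases 15 rose and 1 fell, with AARS at 1.10 ± 0.11, GARS at 1.02 ± 0.11, KARS at 0.74 ± 0.08 and a list median of 0.46 (adjusted p = 0.0104, and adjusted p = 0.320 with an estimated correlation). Adjusted over the list alone, the counts of these 4 lists were the same. Without experiment 7 the synthetases were no longer called (median 0.37) and the unfolded protein response had a median of 0.64. The ATF4 targets had a median of 0.38 without SOR replicate 1, and were no longer called among genes with a mean count of at least 100 (0.48). KARS was at 1.12 with library size alone.

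Genes of DNA damage and sterol supply also rose. Of 22 p53 targets 15 rose and 4 fell, with a median of 0.44 (camera adjusted p = 0.0193, and adjusted p = 0.319 with an estimated correlation). GADD45A, a growth arrest gene, went from 51.3 ± 6.16 to 577 ± 157 CPM (3.49 ± 0.13), the kinase PLK3 rose by 1.80 ± 0.21 and the nuclease AEN by 1.04 ± 0.10. Of 24 cholesterol synthesis genes and SREBP2 targets 16 rose and 2 fell, with a median of 0.62 (adjusted p = 0.0207, and adjusted p = 0.185 with an estimated correlation). Among them were INSIG1, a sterol-regulated brake on SREBP processing (1.59 ± 0.18), FDFT1, the squalene synthase (1.16 ± 0.10), and STARD4, a sterol carrier (1.16 ± 0.16). Of 18 targets of the antioxidant regulator NRF2 10 rose and 5 fell, with SRXN1, which restores peroxiredoxins, at 1.83 ± 0.12, but the list did not pass its test (adjusted p = 0.277). Adjusted over the list alone, the counts of these 3 lists were the same. Without experiment 7 the p53 targets and the cholesterol genes were no longer called, with medians of 0.43 and 0.51, and PLK3 and INSIG1 were at 1.03 and 0.99. The cholesterol list was also lost among genes with a mean count of at least 100 (0.41).

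Targets of growth factor signalling, inflammation and interferon rose. Of 22 feedback and target genes of the MAPK pathway, which lies downstream of RAF, 13 rose and 6 fell, with a median of 0.94 (camera adjusted p = 0.0104, and adjusted p = 0.243 with an estimated correlation). FOSL1, a partner of JUN in AP-1, went from 4.24 ± 0.868 to 42.3 ± 11.5 CPM (3.32 ± 0.17), the ERK-induced factor ETV5 rose by 2.05 ± 0.15 and PHLDA1 by 1.68 ± 0.15. Of 15 immediate early genes 9 rose and 3 fell, with JUN at 2.57 ± 0.19, KLF6 at 2.27 ± 0.15 and a list median of 0.96 (adjusted p = 0.0112, and adjusted p = 0.320 with an estimated correlation). Of 17 inflammatory and NF-kB genes 12 rose and 4 fell, with the superoxide dismutase SOD2 at 1.60 ± 0.15, the NF-kB inhibitor NFKBIA at 1.87 ± 0.18 and a list median of 1.58 (adjusted p = 0.0104, and adjusted p = 0.282 with an estimated correlation). Of 17 interferon-stimulated genes 9 rose and 2 fell, with a median of 0.78 (adjusted p = 0.0112, and adjusted p = 0.1305 with an estimated correlation). The sensor of viral RNA IFIH1 rose by 2.29 ± 0.17, and the antiviral IFIT2 and IFIT3 by 1.64 ± 0.14 and 1.55 ± 0.15. Among 10 targets of the drugs themselves 3 rose and 5 fell, with the PDGF receptor PDGFRA at −3.31 ± 0.14 (697 ± 31.5 to 70.3 ± 18.4 CPM), and the list did not pass its test (adjusted p = 0.132). Adjusted over the list alone, the counts of these 5 lists were the same. With scaling by library size alone the inflammatory list was no longer called (median 1.62), nor was it among genes with a mean count of at least 100 (1.46), where the immediate early genes were at 1.49. The median of the immediate early genes was 0.59 without SOR replicate 1 and that of the interferon genes 0.49 without SOR replicate 2.

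Genes of glycolysis and of the response to low oxygen fell. Of 21 glycolytic genes 16 fell and 2 rose, with a median of −0.93 (camera adjusted p = 7.09e-05, and adjusted p = 0.243 with an estimated correlation). Lactate dehydrogenase LDHA went from 1633 ± 181 to 371 ± 89.3 CPM (−2.14 ± 0.15), and the glycolytic kinases PGK1 and PKM were at −1.87 ± 0.12 and −1.68 ± 0.11. Of 19 targets of hypoxia-inducible factors 12 fell and 3 rose, with a median of −0.41 (adjusted p = 0.0117, and adjusted p = 0.320 with an estimated correlation). Besides EGLN3 they included BNIP3L, a mitophagy receptor (−1.24 ± 0.10), and the mitochondrial adenylate kinase AK4 (−1.66 ± 0.13), which had 77.4% of its fragments aligned uniquely and is therefore uncertain. Other metabolic lists did not pass their tests. Fatty acid synthesis had 5 higher and 2 lower of 11 genes (adjusted p = 0.683), with ACLY, which makes cytosolic acetyl-CoA, at −1.03 ± 0.10. Fatty acid oxidation had 5 higher and 3 lower of 19 (adjusted p = 0.932), with PDK4, which limits glucose oxidation, at 1.93 ± 0.16; its median was negative but its mean and test were positive. The nuclear-encoded respiratory chain had 15 higher and 14 lower of 53 genes (13 and 14 over the list alone, adjusted p = 0.9503), with SDHC at −0.92 ± 0.11 from a gene with 83.6% unique fragments. With library size alone ACLY was at −0.63 and SDHC at −0.54. Adjusted over the list alone, the counts of the other lists here were the same.

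Growth and housekeeping lists did not pass their tests either. Of 48 cytosolic ribosomal protein genes 15 rose and 0 fell (14 over the list alone), with RPL18 at 0.54 ± 0.12 (camera adjusted p = 0.164); without experiment 7 RPL18 was at 0.26 and with library size alone at 0.91. The list passed without SOR replicate 4 (adjusted p = 0.00646, from 0.00622 to 0.660 over all alternatives). Proteasome genes were called higher in 15 and lower in 3 of 31 (adjusted p = 0.299), with PSMD3 at 0.80 ± 0.09, and lysosome and autophagy genes in 11 and 7 of 24 (11 and 8 over the list alone, adjusted p = 0.277), with the cholesterol exporter NPC1 at 1.49 ± 0.11. In the cell cycle lists 8 S phase genes rose and 4 fell of 19 (7 and 4 over the list alone, adjusted p = 0.414), and 4 G2 and M phase genes rose and 2 fell of 10 (adjusted p = 0.627). MCM7, of the replicative helicase, rose by 1.35 ± 0.10. CENPF, a kinetochore protein, was at −1.49 ± 0.38, or −2.53 without experiment 7. In the BCL2 family 8 rose and 3 fell of 13 (adjusted p = 0.299), with the pro-apoptotic BOK at −1.59 ± 0.12, uncertain because 68.5% of its fragments were unique. Of 17 insulin-like growth factor and FOXO genes 7 rose and 9 fell (adjusted p = 0.384), with the FOXO target SESN3 at −2.34 ± 0.14. Adjusted over the list alone, the counts of the proteasome, G2 and M phase, BCL2 and FOXO lists were the same.

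**Figure D3:**
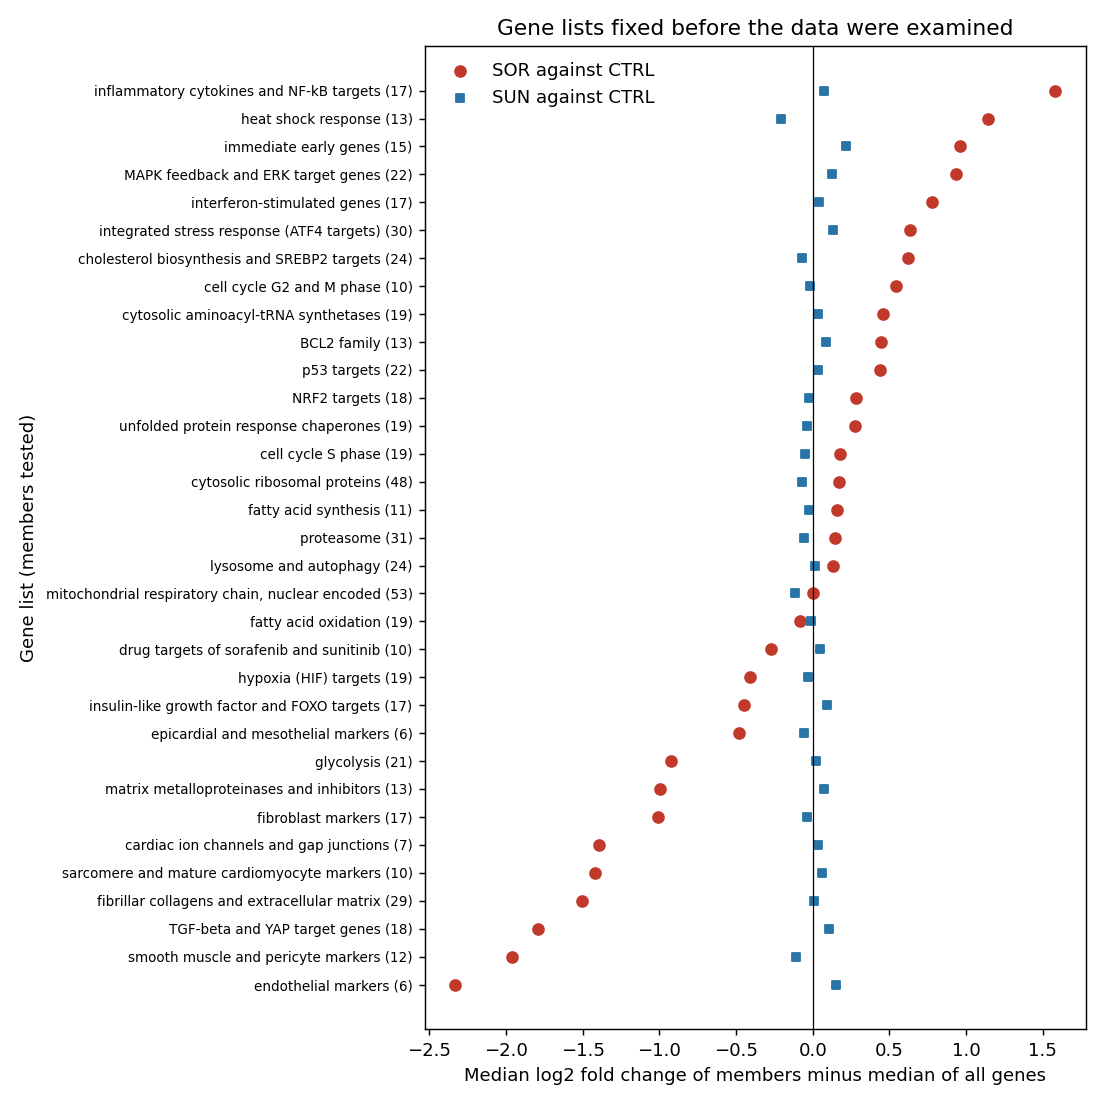
Median log2 fold change of the tested members of 33 gene lists minus the median of all genes, for SOR against CTRL (red circles) and SUN against CTRL (blue squares). Medians in SOR ran from −2.33 (endothelial markers) to 1.58 (inflammatory genes), while those in SUN lay between −0.21 and 0.21.

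In 5279 genes (41.5%) the SOR and CTRL libraries did not overlap in CPM, where chance gives 0.404%. The common biological coefficient of variation was 15.8%. The balance of higher and lower genes rested on the scaling: with library size alone, 7108 rose and 2480 fell (74.1% higher against 50.9%), because the median log2 fold change of all genes was then 0.41 and not 0.02. COL1A1 alone had 3.50% of CTRL fragments and 0.186% of SOR fragments, and the 20 most abundant genes had 22.4 ± 1.35% and 13.4 ± 2.48%. Of 33 lists, 19 passed with the preset correlation, 10 upwards and 9 downwards, and 0 passed with an estimated correlation. SOR and CTRL libraries were sequenced in different lanes, so that this comparison alone cannot separate drug and lane.

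In SUN the genes that moved most in SOR under the naming rule mostly stayed near their CTRL levels. ATF3 was at 5.68 ± 1.16 CPM (log2 fold change −0.04 ± 0.28), GDF15 at 63.6 ± 2.94 CPM (0.34 ± 0.25), THBS1 at 9127 ± 796 CPM (−0.09 ± 0.15) and CSF2RB at 40.1 ± 7.10 CPM (−0.09 ± 0.21). The less expressed BIRC3 and CXCL8 had estimates of 1.06 ± 0.73 and 1.02 ± 1.11. PDGFRA, a receptor that sunitinib inhibits, was at −0.04 ± 0.11, and COL1A1 at 0.09 ± 0.17. By the quasi-likelihood test of edgeR 0 genes rose and 0 fell; 486 genes had an unadjusted p under 0.05, where chance gives 636.3, and the smallest adjusted p was 0.984. The number with an unadjusted p under 0.05 depended on the libraries fitted. It was 1046 of 12349 with only the 2 groups compared (chance gives 617.45) and 1181 of 12156 with only shared experiments (chance gives 607.8), but 457 without experiment 7, 257 without SOR replicate 4 and SUN replicates 3 and 4, 228 without SUN replicate 4, 308 without CTRL replicate 1 and 310 without SUN replicate 3. DESeq2 called 0 genes and the exact test of edgeR 1, the pseudogene SLC7A5P2 (1.13, adjusted p = 0.0385), named because it was the only call. When only the experiments shared by both groups were used, 1 gene was called by edgeR, the transcription factor MSC (0.43, adjusted p = 0.0654), also named after its value was seen. The 95% interval of a log2 fold change, from the fit of all 16 libraries with SOR included, had a median half-width of 0.31. In 93.7% of genes it lay within ±1, and in 61.9% within ±0.5. The 2 groups did not overlap in 114 genes (0.896%, where chance gives 0.404%).

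Small coordinated shifts were found in 6 of the 33 lists in SUN, in each of which 0 members were called. Heat shock genes had a median of −0.21 (camera adjusted p = 7.44e-05, and adjusted p = 0.775 with an estimated correlation). Among them the co-chaperone DNAJA1 (−0.34 ± 0.10) was called lower when adjusted over the list alone (adjusted p = 0.0381 in edgeR), but not over all genes (0.984). Respiratory chain genes were at −0.11 (adjusted p = 7.44e-05, and adjusted p = 0.874 with an estimated correlation), proteasome genes at −0.05 (0.00128, and adjusted p = 0.874 with an estimated correlation) and ribosomal protein genes at −0.07 (0.00999, and adjusted p = 0.874 with an estimated correlation). ATF4 targets were at 0.13 (adjusted p = 0.000242, and adjusted p = 0.775 with an estimated correlation) and immediate early genes at 0.21 (0.00999, and adjusted p = 0.846 with an estimated correlation). Adjusted over the list alone, 0 members of the other lists were called in this fit. The remaining 27 lists had adjusted p between 0.138 and 0.970, and the median, mean and test differed in sign for the NRF2, fatty acid oxidation, interferon, sarcomere and G2 and M phase lists.

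These list calls in SUN changed with the experiments and libraries used. With the experiment as a covariate all 6 were kept, with the ATF4 targets at 0.23, the ribosomal list at −0.15 and the proteasome list at −0.12, and 2 further lists passed, both lower in SUN with 0 members called. They were the matrix genes (median −0.14 and not 0.01, camera adjusted p = 0.00106, from 0.00106 to 0.996 over all alternatives, and adjusted p = 0.753 with an estimated correlation) and the fibroblast markers (−0.11 and not −0.04, adjusted p = 0.0204, from 0.0204 to 0.683, and adjusted p = 0.753 with an estimated correlation). The covariate fit also called members when adjusted over the list alone, named here after their values were seen. Higher were the ATF4 targets TRIB3 (0.87 ± 0.27), ADM2 (0.70 ± 0.22), SLC3A2 (0.39 ± 0.13) and PCK2 (0.35 ± 0.10), the immediate early genes EGR3 (1.07 ± 0.32) and KLF4 (0.48 ± 0.16) and the endothelial ERG (0.35 ± 0.13), with edgeR adjusted p from 0.0570 to 0.0932 over the list alone, and DNAJA1 was again lower (−0.31 ± 0.09). Over all genes the adjusted p of each was 0.891 in edgeR. With only shared experiments the 6 lists were kept as well, with the heat shock list at −0.13, the immediate early list at 0.10 and the ATF4 targets at 0.22. In that fit tRNA synthetases (0.17) and FOXO genes (0.08) also passed upwards, and hypoxia targets (−0.11), the unfolded protein response (−0.07) and glycolysis (−0.05) downwards. Those calls used the preset correlation between genes. With an estimated correlation 0 of the 33 lists passed in the fit of all 16 libraries. Without experiment 7 the ATF4 targets and the immediate early, respiratory chain, ribosomal and proteasome lists were no longer called (medians 0.05, 0.16, −0.07, −0.05 and −0.02). Without SOR replicate 4 and SUN replicates 3 and 4, which had most genes detected at equal depth, the last 4 of these were lost again (0.17, −0.07, −0.06 and −0.02) and the ATF4 targets were at 0.08. The immediate early list was also lost without CTRL replicate 7 or 8 or SUN replicate 3 (0.14, 0.16 and 0.13), and the ribosomal list without CTRL replicate 1 or 7 or SUN replicate 3 (−0.04, −0.06 and −0.06). The proteasome list was lost after correction for GC content and length (−0.02) and kept without CTRL replicate 1 (−0.04). That correction left the immediate early list at 0.11 and the respiratory chain list at −0.06, and without a filter the immediate early list was lost (0.18). Of the lists not called, the FOXO list passed without CTRL replicate 8 (adjusted p = 0.0368, from 0.0311 to 0.355 over all alternatives), the unfolded protein response without SUN replicate 1 (0.0471, from 0.0250 to 0.807), the MAPK list without SUN replicate 2 (0.0141, from 0.00273 to 0.777) and TGF-beta and YAP targets without SUN replicate 4 (0.0345, from 0.0109 to 0.632).

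The drugs were then compared with each other at the doses given, which differ 10-fold by the labels, and within a lane. Under the naming rule, TMEM71 (6.20 ± 0.50), ATF3 (5.76 ± 0.28) and CREB5 (5.45 ± 0.23) were again the genes most raised in SOR. By the same rule CSF2RB (−6.43 ± 0.41), ARHGEF16 (−6.20 ± 0.57) and CYP26A1 (−5.78 ± 0.33) were the most lowered. ARHGEF16 (chromosome 1, 3371229 to 3397677) was at 0.142 ± 0.284 CPM in SOR, from 4 fragments in 1 library, and at 10.9 ± 1.71 CPM in SUN. SOR was higher than SUN in 4258 genes and lower in 4119 (edgeR quasi-likelihood, adjusted p under 0.1), or 6803 and 2299 with scaling by library size alone. The libraries did not overlap in 6409 genes (50.4%, where chance gives 2.86%). Of the 8981 genes called in SOR against CTRL, 7858 (87.5%) were called in the same direction here and 0 in the opposite one.

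The lists that differed between the drugs were mostly those that differed between SOR and CTRL. Matrix genes were lower in SOR in 25 of 29 (27 adjusted over the list alone), with COL1A1 at −4.73 ± 0.23 and a list median of −1.52 (camera adjusted p = 5.73e-14, and adjusted p = 0.181 with an estimated correlation). TGF-beta and YAP targets were lower in 17 of 18, with ACTA2 at −4.05 ± 0.24 and a list median of −1.96 (adjusted p = 2.14e-11, and adjusted p = 0.0924 with an estimated correlation). Heat shock genes were higher in 12 of 13 and lower in 0, with DNAJB1 at 3.08 ± 0.26 and a median of 1.35 (adjusted p = 1.85e-06, and adjusted p = 0.128 with an estimated correlation). Glycolytic genes were lower in 17 and higher in 1 of 21, with LDHA at −2.04 ± 0.16 and a median of −1.01 (adjusted p = 1.64e-05, and adjusted p = 0.216 with an estimated correlation). Lower medians were also found for endothelial (−2.46), smooth muscle (−1.87), sarcomere (−1.51), protease (−1.06), fibroblast (−0.88) and hypoxia (−0.48) lists, and higher ones for inflammatory (1.49), MAPK (0.99), interferon (0.91), cholesterol (0.64), p53 (0.39), tRNA synthetase (0.39) and unfolded protein response (0.38) lists. In all 18 lists passed, 9 in each direction, with camera adjusted p up to 0.0409, and none of them passed with an estimated correlation (adjusted p between 0.0924 and 0.739). Immediate early genes and ATF4 targets did not pass (adjusted p = 0.0625 and 0.0569), and ribosomal protein genes did. Of these 17 of 48 were higher (10 adjusted over the list alone) and 0 lower, with a median of 0.25 (adjusted p = 0.0409, and adjusted p = 0.739 with an estimated correlation). RPS27 and RPS16 were at 0.45 ± 0.13 and 0.44 ± 0.13.

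Some of these calls were lost without single libraries or experiments, or under other settings. With the experiment as a covariate the ribosomal list was kept, with a median of 0.30 and 40 of 48 genes higher (41 adjusted over the list alone), and 3 glycolytic genes and 1 matrix gene were higher. Without experiment 7 the ribosomal list had a median of −0.11 and was no longer called, nor was it without SOR replicate 2 or 3 or SUN replicate 3 (0.11, 0.18 and 0.23); it was at 0.40 without SOR replicate 4 and lost, at 0.14, after correction for GC content and length. Without experiment 7 RPS27 and RPS16 were not called either (0.16 and 0.12), nor were the p53 and cholesterol lists (0.37 and 0.50), while the matrix list was at −2.34, the fibroblast list at −1.86 and the unfolded protein response at 0.62. The MAPK list was lost without SUN replicate 2 (0.85), the p53 list without SUN replicate 3 (0.41), and the mitotic kinase PLK1, at 0.87 ± 0.34, was lost without SOR replicate 1 (0.69) and at 1.502 without experiment 7. With library size alone the MAPK (0.99), inflammatory (1.52) and interferon (0.90) lists were lost. Among genes with a mean count of at least 100 the MAPK (0.89), inflammatory (1.36), cholesterol (0.36) and ribosomal (0.22) lists were lost, and with only the groups compared the p53 (0.37) and ribosomal (0.23) lists. Without a filter the interferon list was at 0.39 and the endothelial list at −1.08. Lists not called that passed on leaving out a library were immediate early genes (without CTRL replicate 1 or 7 or SOR replicate 2, 3 or 4; adjusted p from 0.0234 to 0.0472, and from 0.00403 to 0.185 over all alternatives) and ATF4 targets (without CTRL replicate 3 or 7 or SOR replicate 2, 3 or 4; 0.0344 to 0.0441, and 0.00403 to 0.234). The same held for proteasome genes without SOR replicate 1 or 4 (0.0407 and 0.0263, and 0.00372 to 0.943 over all alternatives), drug targets without SOR replicate 2 (0.0440, and 0.0239 to 0.281) and ion channels without SOR replicate 3 (0.0494, and 0.0310 to 0.330). Other genes named in this comparison were IL11, a fibrogenic cytokine (−1.97 ± 0.22), XBP1, a factor of the unfolded protein response (1.25 ± 0.12), TP53I3, a p53 target (−1.55 ± 0.26), and the proteasome subunit PSMD12 (0.75 ± 0.09).

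Across the 12726 genes the log2 fold changes of the drugs against the same CTRL libraries had a Pearson correlation of 0.139 and a Spearman correlation of 0.106. Genes are not independent replicates, and shared controls alone gave a Pearson correlation of 0.349 ± 0.0125 and a Spearman correlation of 0.326 in 20 simulations without effects. SOR did not change in these simulations, while 70.6% of genes were called between SOR and CTRL in the data. The observed correlations and shares of the same sign can therefore not be set against the simulated ones. The covariance was 0.0281, against 0.0144 in the simulations, a difference of 0.0136. When each drug was set against a separate group of 4 CTRL libraries (35 splits), the mean Pearson correlation was 0.0803 and the covariance 0.0184. Both drugs still shared a lane that held no CTRL library. The shares of genes with the same sign were 53.3% observed, 61.4% simulated and 51.5% with separate controls. With 0 SUN calls, 0 calls were shared in either direction, and independent lists would also share 0.

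With 4 or more reads as detection and depths over the whole range, SOR libraries reached their genes at a lower depth than CTRL libraries. The half-saturation depth of the detection curve was 200102 ± 9262 fragments in SOR, 237590 ± 7280 in CTRL and 249059 ± 5931 in SUN. The difference between SOR and CTRL had an exact two-sided permutation p of 0.00202 (adjusted 0.0273 over 27 tests), the smallest these groups can give. This difference of −37488 depended on these choices: with 1 or more reads it reversed to 5268 (exact permutation p = 0.289), and with only depths of at least 1000000 it was −6635 (exact permutation p = 0.378, the highest of the alternatives, which began at 0.00202). SUN against CTRL gave an exact permutation p of 0.0202 (adjusted 0.0818), lost with 10 or more reads (a difference of 13937) and without SUN replicate 4 (8808 and not 11469). SOR against SUN gave an exact permutation p of 0.0286, the smallest possible there (adjusted 0.0818), lost with 1 or more reads (−10784 and not −48957). At a depth of 1000000 fragments SOR reached 80.7%, CTRL 79.0% and SUN 78.2% of the plateau. Genes with 4 or more reads numbered 13890.5 ± 391.5 in SOR, 13512 ± 173 in CTRL and 13770 ± 192 in SUN, with exact permutation p of 0.0303 for SOR and 0.0424 for SUN against CTRL (adjusted 0.0818 and 0.0955). At the depth of the shallowest library the means were 13545.5, 13353 and 13533, with exact permutation p of 0.230 and 0.0566 against CTRL. The fitted plateaus were 13802 ± 348, 13669.5 ± 152 and 13911 ± 187 genes, with an exact permutation p of 0.390 for SOR and 0.0364 for SUN (adjusted 0.0893) against CTRL. At full depth the difference between SOR and CTRL of 378 genes no longer reached an unadjusted p of 0.05 without CTRL replicate 1 or 6 or SOR replicate 1 or 4 (370, 380, 354 and 203). That between SUN and CTRL of 257 genes was lost without CTRL replicate 1, 2, 3, 4 or 6 (249, 225, 221, 263 and 259) or SUN replicate 2, 3 or 4 (291, 253 and 170). At equal depth SOR against CTRL was at −1.82 without SOR replicate 4, and SUN against CTRL passed without CTRL replicate 8 or SUN replicate 1 or 2 (214, 248 and 209). The difference in plateau between SUN and CTRL was lost without CTRL replicate 1, 2 or 3 or SUN replicate 3 or 4 (226, 214, 215, 220 and 165).

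Experiments 4 and 5 held CTRL but no SUN or SOR libraries, and their CTRL half-saturation depths (226122 to 231490) lay below those of CTRL in experiments 6, 7 and 8 (240180 to 245673). Within the experiments that hold both groups, with libraries permuted within experiments (a test chosen after the data had been seen), SUN and CTRL differed by 5263 in half-saturation depth (787 in experiment 6 and 13319 in experiment 7, exact permutation p = 0.167), by 129 genes in plateau (exact permutation p = 0.133) and by 134 genes at full depth (exact permutation p = 0.167), so that none of these passed. SOR and CTRL differed by −44139 in half-saturation depth (−52817, −33670 and −45082 in experiments 6, 7 and 8, exact permutation p = 0.0417, the smallest possible there, adjusted 0.1875 over 27 tests) and by 306 genes at full depth (exact permutation p = 0.125). SOR and SUN differed by −49635 in half-saturation depth, where the smallest possible p is 0.0556.

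The number of genes called in SOR against CTRL grew with depth. Mean calls over 3 random draws were 1347 ± 24.0 at 100000 fragments per library, 3002 at 250000, 4485 at 500000, 5925 at 1000000, 7240 at 2000000, 8365 at 4000000 and 8718 ± 17.1 at 5136365. The mean number of genes tested was 2510 at the lowest depth and 12472 at the highest. In SUN against CTRL edgeR called 0 genes at each depth.

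**Figure D4:**
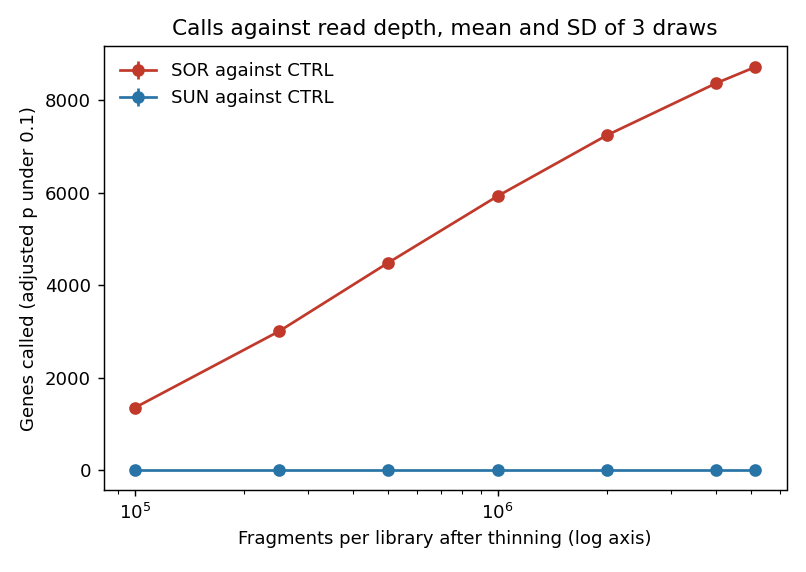
Number of genes called by edgeR against fragments per library (log axis) for SOR against CTRL and SUN against CTRL, as the mean and SD of 3 random draws. Calls for SOR rise from 1347 at 100000 to 8718 at 5136365, and SUN stays at 0.

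Most genes were counted from fragments that align to a single place. Of 19182 genes with 4 or more counts, 91.3% had a unique share above 0.95 and 435 (2.27%) one under 0.10. A gene of the ribosomal RNA precursor, RNA45S5, took 40.7% of all multi-mapped fragments, and the tubulin gene TUBB 6.46%. Of the 381 low-share genes with a position, 168 lay between 29 and 34 Mb of chromosome 6, where 90.8% of 185 genes had a share under 0.10. The tests on unique counts used few of the fragments of such genes. Multi-mapped fragments made up 11.9 ± 1.00% of SOR, 9.13 ± 1.32% of CTRL and 9.95 ± 2.23% of SUN libraries (exact permutation p = 0.00606 for SOR against CTRL, adjusted 0.0436, and a difference of 2.11 percentage points within experiments, with an exact permutation p of 0.0417 before and 0.1875 after adjustment). Without the rRNA precursor the shares were 8.77 ± 0.389%, 5.33 ± 0.118% and 5.30 ± 0.0947%. Some genes had more multi-mapped fragments in SOR than in CTRL, tabulated after the data had been seen. Among them were the heat shock genes HSPA1B (0.310 ± 0.207% of fragments against 0.00706%) and HSPA1A (0.217 ± 0.1399% against 0.00656%). Only 1.38% and 0.00441% of the fragments counted for HSPA1B and HSPA1A aligned uniquely, and the reason was not tested.

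RNA extracts of SOR cultures were less concentrated, while the labels give a similar RNA input for all libraries. The concentration was 53.65 ± 19.2 ng/µl in SOR, 149 ± 52.9 in CTRL and 173 ± 54.8 in SUN, with an exact permutation p of 0.00808 for SOR against CTRL (adjusted 0.0436) and 0.469 for SUN. The absorbance ratio of nucleic acid to protein, a measure of purity, was 1.625 ± 0.135 in SOR, 1.76 ± 0.0826 in CTRL and 1.80 ± 0.0622 in SUN (exact permutation p = 0.0788 for SOR against CTRL, adjusted 0.145). Without CTRL replicate 1 or SOR replicate 4 the difference in ratio passed 0.05 before adjustment (−0.152 and −0.196). Within experiments the difference between SOR and CTRL was −93.3 ng/µl in concentration (exact permutation p = 0.0833) and −0.141 in ratio (exact permutation p = 0.0417, the smallest possible there, adjusted 0.1875).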

Values the study reported

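For the conventional libraries described here, from Michaelis-Menten curves of genes detected against depth, over 22,811 genes, the study reported plateaus of 12,905 genes for CTRL, 13,202 for SOR and 13,099 for SUN. The corresponding half-saturation depths were 49,719, 45,441 and 50,902 reads. For sorafenib, 3,136 genes were differentially expressed by both library types, and the study placed about 3,600 more in the conventional libraries alone.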

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

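The tests of the sequencing lane, of a difference between experiments, of greater depth and of the number of genes left after correction in experiment 7 were chosen after their results had been seen, as were the correction for GC content and length and the grouping of experiment 7 against experiments 6 and 8. In a search for libraries far from the others of their group, 6 of 75 groups of values had one, where chance gives about 1 in 20 groups, or 3.75.

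Libraries of experiment 7 and those of experiments 6 and 8 differed in their response to sorafenib. A single experiment was set against the others, and the spread in these tests came mostly from libraries of the same experiment. The p-values and counts given here therefore say little on variation between experiments. By a test of the difference in response (edgeR quasi-likelihood), 2320 genes responded more positively and 2018 more negatively in experiment 7. That experiment had 1 CTRL library, replicate 7, whose multi-mapped share of 12.04% stood apart and which was assumed to vary like the other groups. Without any CTRL library in the contrast, 7035 genes differed between the SOR libraries of experiment 7 and those of experiments 6 and 8. CXCL8 responded less there (difference in log2 fold change −5.01 ± 0.90) and GDF15 more (2.00 ± 0.33), while the fall of THBS1 was smaller (0.83 ± 0.20). ARHGEF16 differed by 4.47 ± 1.81 (adjusted p = 0.0741 in edgeR), which rests on the 4 fragments of 1 SOR library. Of 29 matrix genes, 23 were higher in experiment 7 in this test and 0 lower (median 0.94, camera adjusted p = 5.01e-19, and adjusted p = 0.218 with an estimated correlation). Of 48 ribosomal protein genes, 40 were higher and 0 lower (0.45, adjusted p = 4.07e-10, and adjusted p = 0.561 with an estimated correlation).

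A shift of experiment 7 in all treatments is argued against, because the slope of the SUN difference between experiments 7 and 6 on the SOR difference was −0.0207, and that of CTRL was 0.0535. A response of the same kind but smaller is also argued against: of 3004 genes called in both tests, 38.1% had the smaller change of the same sign in experiment 7, while 47.1% had the larger and 14.7% the opposite sign. GC content and length bias as the whole cause is argued against, since 4232 genes differed after a correction that moved the differences by a median of 0.141, against 4338 before; as a part of it this bias stays open, with 78.3% of the genes kept in call and direction, short of the 80% set in advance. What separates the experiments is not stated, so that a biological difference between cultures or a difference in handling could each remain, and neither was tested.

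Of the genes tested, 70.6% differed between SOR and CTRL, and the lane cannot account for most of them: SUN crossed the same lanes, and its calls were 0% of those of SOR. The shift predicted from RNA concentration within CTRL and SUN was −0.00165 ± 0.00179 (SE across genes) of the observed change. This error does not cover the spread between the libraries that gave the slopes. SOR concentrations (up to 74.6 ng/µl) also lay below all others (from 81.4 ng/µl), so that the slope was extrapolated and this test is weak. After correction for GC content and length, which moved fold changes by a median of 0.104, 92.4% of the calls were kept, and with the experiment as a covariate, which moved them by a median of 0.0566, 95.2% (87.1% with only shared experiments). Of 100 splits of the 12 libraries only 1, the real one, gave as many calls (8981). The highest other gave 4715 and had 3 SOR libraries on a side. This share of 1% is the smallest these splits can give, so that chance is made unlikely but not excluded. The splits also treated libraries of different experiments as interchangeable. A response to sorafenib is the candidate explanation that remains after these tests, of which that of RNA concentration was weak. It is a hypothesis found and tested on the same data.

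For SUN against CTRL the real count of 0 means that all 100 of 100 splits give as many by construction (the highest other gave 13), so that the splits say nothing about chance there. For SOR against SUN 1 of 35 splits, the real one, gave as many calls (8377, against 0). Its share of 2.86% is the smallest possible there, so that chance is made unlikely but not excluded.

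SOR replicate 4 and SUN replicates 3 and 4 had more genes with reads than other libraries of their groups or CTRL (14416, 13783 and 14033). At equal depth 3 of the 3 stayed above the highest CTRL library, by 535, 49.5 and 123 genes, where the SD over CTRL libraries was 124. They are also the 3 libraries with most genes detected at equal depth. Their place above CTRL there therefore followed from the choice of libraries and cannot test depth as an explanation. Background reads spread over genes met neither condition set in advance. In 5275 genes without reads in CTRL, the Spearman rho across genes of reads with transcript length was 0.197, 0.132 and 0.183 (0.2 or more was required), and SOR replicate 4 and SUN replicate 4 shared such genes 1.61 times as often as chance (at most 1.5 was required), but rho was not under 0.05 in all 3 libraries either, so that this stays open. Genes switched on by the drug also stay open, as 576 genes seen in SOR replicate 4 and in no CTRL library were found in the other SOR libraries at a median share of 0.309.

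Values far from the others of their group were a multi-mapped share of 12.04% in CTRL replicate 7 (others 7.43 to 9.56%) and 13.2% in SUN replicate 2 (8.31 to 9.13%). SUN replicate 2 also had 9.17% of its fragments in the ribosomal RNA precursor (others 3.64 to 4.47%) and an RNA concentration of 91.4 ng/µl (190 to 206 ng/µl). COL1A1 took 3.998% of fragments in SUN replicate 1 (others 3.61 to 3.66%), and ARHGEF16 was at 0.567 CPM in SOR replicate 2 with the other SOR libraries at 0.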

How the results depend on the processing

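The correction for GC content and length, the omission of experiment 7, the omission of the 3 libraries with most genes detected at equal depth, the log-spaced depths and the differences within experiments were chosen after the data had been seen. Of 142 results for named genes, all kept their direction and call under every alternative except PLK1 without SOR replicate 1 and RPL18, RPS27 and RPS16 without experiment 7, all between SOR and SUN. At a mean count of at least 100, 23 of the 142 were not tested. Named genes were picked for large changes or small p, so that few losses could be seen among them. Of all called genes, library size alone kept 78.5% in call and direction in SOR against CTRL and 78.3% in SOR against SUN. Without experiment 7 these shares were 84.2% and 78.0%. Of 43 list calls, all were kept with the experiment as a covariate, RLE size factors, multi-mapped counts, equal totals or only shared experiments. With an estimated correlation 0 lists were called in SOR against CTRL, 0 in SUN against CTRL and 0 in SOR against SUN. Without experiment 7, 10 list calls were lost and the ribosomal list between SOR and SUN turned to −0.11. Another 8 of 37 were lost at a mean count of at least 100, 4 with library size alone, 4 without the 3 libraries, 3 without a filter, 2 with only the groups compared and 2 after GC correction. The cause was not tested. Lists gained calls too. In SOR against CTRL the ribosomal list passed with library size alone (median 0.15), without a filter (0.21) and without the 3 libraries (0.31), the proteasome (0.13) and ion channel (−1.41) lists with library size alone, and drug targets at a mean count of at least 100 (−0.45). In SUN against CTRL, besides the lists named for covariate and shared experiments, TGF-beta and YAP targets passed with only the groups compared (0.11), without experiment 7 (0.16), without the 3 libraries (0.17) and at a mean count of at least 100 (0.12). The MAPK (0.15), FOXO (0.14), BCL2 (0.11) and protease (0.09) lists passed at that count, smooth muscle markers after GC correction (−0.11), and glycolysis (0.10) and G2 and M phase (0.18) without the 3 libraries. In SOR against SUN the immediate early list passed with the covariate (0.80), only shared experiments (0.77), only the groups compared (0.72), no filter (0.80), a mean count of at least 100 (1.25) and without experiment 7 (1.11). ATF4 targets passed with only shared experiments (0.28), only the groups compared (0.41), no filter (0.60), without experiment 7 (0.49) and without the 3 libraries (0.31). The proteasome list passed with library size alone (0.17), no filter (0.24) and only shared experiments (0.26), ion channels with library size alone (−1.22), drug targets at a mean count of at least 100 (−0.50) and FOXO genes without experiment 7 (−0.33). The exact test and DESeq2 gave no list values.

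Library size alone gave 7108 higher and 2480 lower genes in SOR against CTRL and 6803 and 2299 in SOR against SUN. A mean count of at least 100, with fewer genes tested (7537), gave 2889 and 2721, and 2750 and 2545. In SUN against CTRL 1 gene was called higher by the exact test and 1 with only shared experiments; lists called there numbered 11 at a mean count of at least 100, 11 with only shared experiments and 2 without experiment 7.

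With 1 or more reads as detection, the difference at full depth was 530 genes in SOR against CTRL and −93.5 in SOR against SUN; with 10 or more it was 192 in SUN against CTRL. At equal depth 1 or more reads gave 512 in SUN against CTRL and −187 in SOR against SUN, and multi-mapped counts gave −29.9 in SOR against SUN. Half-saturation depth differed by 5268 (1 or more reads, reversed) and −6635 (only depths of at least 1000000) in SOR against CTRL, 13937 (10 or more reads) in SUN against CTRL and −10784 (1 or more reads) in SOR against SUN. Within experiments the difference at full depth was 306 in SOR against CTRL and 134 in SUN against CTRL, that in half-saturation depth 5263 and in plateau 129 in SUN against CTRL, and those in RNA concentration and absorbance ratio −93.3 ng/µl and −0.141 in SOR against CTRL. The plateau in SOR against CTRL differed by −49.9 with 10 or more reads and −4.61 with log-spaced depths. The cause of these moves was not tested.

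Of genes with 100 or more counts, 92.6% had a unique share above 0.95 and 2.02% one under 0.10. On log2(CPM + 0.1) the mean correlations were 0.985 in CTRL, 0.981 in SOR, 0.984 in SUN, 0.984 between SUN and CTRL and 0.964 between SOR and SUN. Without logarithm they were 0.981 in SOR, 0.812 between SOR and CTRL and 0.808 between SOR and SUN. Between the fold changes of the drugs, the Pearson correlation was 0.0803 with controls split and 0.159 at a mean count of at least 100, and the covariance 0.0184 in both.

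With each library left out in turn, SOR against CTRL gave 4421 to 4623 higher and 4268 to 4475 lower genes and 19 to 20 lists, SUN against CTRL 0 to 0 genes and 4 to 7 lists, and SOR against SUN 4044 to 4396 and 3927 to 4246 genes and 16 to 21 lists. In the order SOR against CTRL, SUN against CTRL and SOR against SUN, the difference in genes detected was 203 to 483, 170 to 316 and −54.4 to 225 at full depth, and −1.82 to 289, 119 to 248 and −182 to 109 at equal depth. That in half-saturation depth was −41716 to −34458, 8808 to 13244 and −53184 to −45927, and that in plateau −31.8 to 215, 165 to 305 and −273 to −26.9. RNA concentration differed by −105 to −85.9 and 13.0 to 51.2 ng/µl against CTRL, and the absorbance ratio by −0.196 to −0.0963 and 0.0229 to 0.0738. The 95% interval of a SUN fold change had a median half-width of 0.31 at these depths, which limits what could be called there. Its spread came from the fit of all 16 libraries, SOR included. With only the 2 groups compared, 1046 of 12349 genes had an unadjusted p under 0.05 in edgeR, where chance gives 617.45, and 0 were called.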

Other observations

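The lists and genes in this part were chosen after the data had been seen. Circadian clock genes rose with sorafenib. Of 18 clock genes 14 rose and 0 fell (also when adjusted over the list alone), with a median of 1.25 beyond all genes (camera adjusted p = 1.07e-05 over the 2 added lists, and adjusted p = 0.0845 with an estimated correlation, which loses the call). The repressors PER1 (3.73 ± 0.30) and NR1D1 (3.92 ± 0.32) rose, as did the output factors DBP (2.76 ± 0.46), HLF (3.46 ± 0.41) and NFIL3 (2.90 ± 0.13), and also ARNTL, the partner of CLOCK (1.44 ± 0.13). PER3 was at −0.04 and TEF at 0.04, without a call. SOR against SUN gave the same counts with a median of 0.91 (adjusted p = 8.49e-05, and adjusted p = 0.0614 with an estimated correlation). In SUN against CTRL edgeR called 0 of them (camera adjusted p = 0.135).

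Secreted growth factors changed in both directions with sorafenib: 12 rose and 15 fell of 29 (also over the list alone), and the list as a whole did not pass in SOR against CTRL (camera adjusted p = 0.0942). GDNF (3.49 ± 0.21) and BMP2 (2.95 ± 0.25) rose. FGF7, a growth factor for epithelia (−4.41 ± 0.35), endothelin (EDN1, −4.38 ± 0.31), IGF1 (−3.74 ± 0.33), BMP6 (−3.35 ± 0.16) and ANGPT1, a ligand of TEK (−3.11 ± 0.20), fell. In SOR against SUN 10 were higher and 14 lower (adjusted p = 0.0275, and adjusted p = 0.0614 with an estimated correlation).

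The half-saturation depths here were 237590, 200102 and 249059 fragments in CTRL, SOR and SUN. They are higher than the values quoted from the study above. They also depend on choices made here: CTRL was at 120872 with 1 or more reads, 494681 with 10 or more and 200919 with log-spaced depths, and the table here held 27081 genes, a different set from that used for the values quoted above.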
